A study of Mus musculus with 16 samples. Its data were reported in "Unveiling Tissue‐Specific RNA Landscapes in Mouse Organs During Fasting and Feeding Using Nanopore Direct RNA Sequencing" (2024).

How the data were processed

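Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open DNA, in 8 tissues of male C57BL/6 mice that were fed or fasting. There was 1 library per tissue and state, 16 libraries in all, each made from tissue pooled from several mice. The design therefore has no replicates, and all tissues of a state come from the same mice. Per the labels and the methods of the study, the authors trimmed and aligned the reads to GRCm38 with Bowtie2, removed unmapped, duplicate and mitochondrial reads, shifted read ends for Tn5 and called peaks with MACS2 at a permissive p threshold. The rows of smallest p were kept up to a fixed list length, and blacklisted regions were removed. The deposited peak lists were analysed here, while reads and signal tracks were not used here.

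The deposited fold enrichment is a ratio, computed by the authors with MACS2 as the tags at the summit plus 1 over the expected tags plus 1 in the same library. The deposited significance columns are -log10 p and -log10 q from the authors' Poisson test within each library. Neither is scaled between libraries, so these values of the authors were used only to describe, rank and filter within a list. Rows with the same chromosome, start and end were taken as 1 region, keeping the smallest p. The set of a library holds its regions with q under 0.01, the threshold in the study's methods. Coordinates are on GRCm38 with starts counted from 1, so each start is 1 more than in the deposited files. Every list's last peak on each chromosome ended inside the GRCm38 chromosome length.

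The limit on list length matters for the sets. In 8 libraries (fed brown adipose, white adipose, lung and kidney, and fasting muscle, spleen, lung and kidney) every deposited row had q under 0.01, so the limit and not q ended the set. A threshold of q under 1e-06, which the limit reaches in no list, was added as an alternative after this was seen.

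Library depth is not stated in the files. Fold and p together fix the tag number at a summit and the expected tags, and 93.4% to 100.0% of the rows per library solved to a whole tag number within 0.001. The lowest common expected number is the genome background, which is proportional to depth, and is given below as background tags. Binomial intervals for shares of regions are exact (Clopper-Pearson, 95%) and cover counting error only, since regions are not independent molecules. For the equal-depth alternative, summit tags were drawn binomially down to the background of the shallowest library, the Poisson p was computed again, and regions with p under 1e-05 were kept.

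Annotated starts were those of GENCODE vM21, with 132629 distinct positions and 21938 protein-coding genes. The study used a later release, which was not used here. A promoter region has its summit within 3000 bp of a start, and an open promoter is a protein-coding gene with such a region. Consensus regions are the merged union of the 16 sets. A condition-only region is in the set of 1 state with no deposited peak of the other state overlapping it by 1 bp. Ranks are percentiles by p within each deposited list, from 0 where no peak was listed to 100 for the strongest. The NRF1 motif was GCGCATGCGC with at most 1 base different within 100 bp of the summit.

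Tests were exact permutation tests that enumerate every arrangement: sign flips across the 8 tissues, swaps of fed and fasting within tissues, pairings of fed with fasting libraries, choices of 2 tissues, and assignments of marker lists to tissues. Their p-values speak of these pools of mice only, because the tissues of a state share their animals. The p-values of the 16 planned tests were adjusted together by Benjamini-Hochberg (BH). Results, tests, thresholds, gene lists, the alternatives marked as planned and the rule for names were fixed before the data were examined. The text names the marker genes of each tissue and the genes the study names. It also names the promoter with the largest rise and the largest fall of rank in each tissue, the strongest tissue-private region of each tissue, up to 5 recurrent condition-only regions, and regions in an interval the study gives on chromosome 5. The written lists were 8 tissue marker lists of 5 genes, a list of 20 genes thought to rise with fasting, a list of 20 thought to fall, and a later list of 20 epididymis markers.

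Alternatives covered the q threshold, all deposited peaks, the 50000 strongest regions, autosomes, rows in place of regions, a 1000 bp window, protein-coding starts, overlap by 50% of both lengths, ranking by fold, Spearman correlation and leaving out each tissue. Thinning to equal depth, q under 1e-06, ranks within the analysed regions and promoters alone for the motif were added after values were seen. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, bedtools 2.31.1 and BLAST 2.17.0 were used, with random seed 1.

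The steps were tested on simulated data. The interval functions gave the same counts as bedtools, and tags were recovered in 100% of simulated rows. With nothing planted, 4% of 400 draws had p under 0.05 for sign flips, 4.75% for pairings, 5.5% for state swaps, 4.5% for choices of 2 tissues, 5.25% for the shared shift and 3.25% for recurrent regions. The recurrence test detected some patterns and missed others. With 200 of 20000 regions planted in 1 state only, 100% of 100 draws had p under 0.05 when each region had its own 3 tissues, 42% when each had its own 4 tissues, and 9% when all shared the same 4 tissues. The planting was first tried with the same 4 tissues and then with 4 tissues drawn anew, before the 3-tissue form was tried, and all of them are given for that reason. The test can therefore miss a response confined to a fixed group of tissues.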

Results

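The data were 16 lists of ATAC-seq peaks, from liver, muscle, brown adipose, white adipose, spleen, heart, lung and kidney of fed and of fasting mice, with 1 pooled library per tissue and state and no replicates. The sets held between 131688 regions (fasting brown adipose) and 225899 regions (fasting spleen). The background, which is proportional to depth, was 2.80 tags in fed and 2.82 in fasting liver, 6.39 and 10.6 in muscle, 12.8 and 6.76 in brown adipose, and 10.02 and 5.87 in white adipose. It was 3.20 tags in fed and 3.35 in fasting spleen, 4.92 and 5.84 in heart, 8.92 and 7.14 in lung, and 4.67 and 4.64 in kidney. Depth thus differed between the states most in brown adipose, white adipose and muscle. Across tissues the mean log2 ratio of fasting over fed background was -0.12 (exact sign-flip permutation test, two-sided p = 0.523, BH 0.598 over 16 tests), lower in fasting in 4 of 8 tissues.

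The similarity of the sets was compared first, to see whether libraries grouped by tissue or by state. The Jaccard index, shared bp over union bp, averaged 0.544 between the fed and fasting library of a tissue (SD 0.0901, n = 8, from 0.444 in spleen to 0.685 in kidney). It averaged 0.295 between different tissues (SD 0.0543, n = 112). All 16 libraries had the other state of their own tissue as nearest library. The same-tissue mean was the highest of all pairings, against a mean of 0.325 over pairings (exact permutation test, one-sided p = 2.48e-05, the smallest it can give, BH 1.98e-04 over 16 tests). Of the alternatives, the index ranged from 0.527 to 0.642. With overlap by 50% of both lengths the measure was the mean share of overlapping regions, which was 0.515. Libraries of the same state but different tissues had a mean index of 0.296, and those of opposite states 0.294. This difference of 0.00176 had a one-sided exact permutation p of 0.0391, which did not hold after correction (BH 0.0694 over 16 tests).

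**Figure D1:**
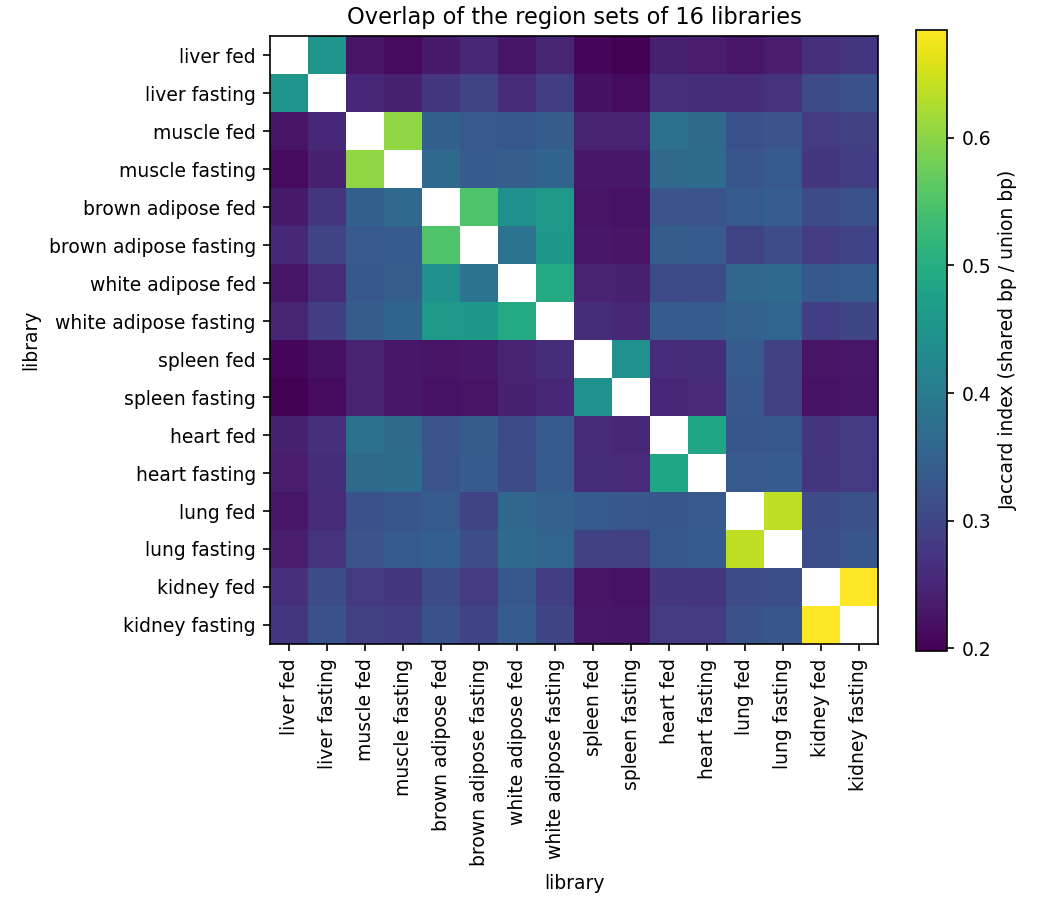
Jaccard index between the region sets of the 16 libraries, with libraries on both axes and shared bp over union bp as colour. The 8 pairs of the same tissue lie between 0.444 and 0.685, and the 112 pairs of different tissues between 0.198 and 0.461.

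Promoters of tissue marker genes were compared to check the tissue labels. Each of the 8 lists of 5 genes had its highest mean promoter rank in its own tissue. The mean rank was 47.8 points higher in the own tissue than in the others (exact permutation test, one-sided p = 2.48e-05, the smallest it can give, BH 1.98e-04 over 16 tests). The mean rank in the own tissue was 90.8 for the liver list, 93.3 for muscle, 91.4 for brown adipose, 86.2 for white adipose, 87.9 for spleen, 72.3 for heart, 79.8 for lung and 85.3 for kidney. The nearest other tissues were white adipose for the muscle list (81.1) and brown adipose for the white adipose list (78.3). With only the genes that had a peak in every library, which left 9 genes in 7 lists and none for spleen, the difference was 8.85 (exact permutation test, one-sided p = 0.00221). The lung list then held Sftpc alone, whose mean rank was 84.7 in lung, 96.3 in liver and 96.4 in heart.

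The merged sets formed 759860 consensus regions, of which 23372 were in all 16 sets and 380341 in 1 set only. Regions in both states of a tissue and overlapped by no deposited peak of another tissue numbered 10701 in liver, 12955 in muscle, 5241 in brown adipose, 2982 in white adipose, 14821 in spleen, 2439 in heart, 8992 in lung and 20659 in kidney. The strongest of these in liver lay on chromosome 10 from 10579830 to 10580233, intergenic and 21659 bp from the nearest start, of Rab32, with a mean rank of 99.8. In muscle it lay in an intron of Aldh1a1 on chromosome 19 from 20549177 to 20549881 (mean rank 98.9), and in kidney it was intergenic on chromosome 5 from 53759548 to 53760737, 49510 bp from a start of Tbc1d19 (98.6). In brown adipose it was intergenic on chromosome 6 from 73300530 to 73301146, 40492 bp from the nearest protein-coding start, of Suclg1. In white adipose it was intergenic on chromosome 4 from 100692694 to 100693381, 83721 bp from a start of Cachd1. In spleen it lay in an intron of Gm34728 on chromosome 5 from 77443835 to 77444365, in heart in an intron of Ube2ql1 on chromosome 13 from 69732676 to 69733182, and in lung in an intron of Gli3 on chromosome 13 from 15602515 to 15603360.

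The study described promoter accessibility as highest in lung and kidney and lower in liver and spleen. Here the measure was the share of regions within 3000 bp of a start. The study annotated regions by their place relative to starts with other software, which was not used here. The mean share of the 2 states was 34.4% in lung and 35.1% in kidney, 34.2% in liver and 31.1% in spleen, 34.2% in muscle, 36.6% in brown adipose, 35.0% in white adipose and 37.1% in heart. Lung and kidney were 0.100 percentage points above the other tissues (exact permutation test over choices of 2 tissues, one-sided p = 0.464, BH 0.598 over 16 tests), and alternatives ran from -4.71 at q under 1e-06 to 1.80 with all deposited peaks (exact permutation one-sided p = 0.0714). Liver and spleen were lower than the others, at -2.76 points (exact permutation test, one-sided p = 0.0357, the smallest that 28 choices can give, BH 0.0694 over 16 tests), a difference that did not hold after correction. This difference also changed sign, to 3.86 at q under 1e-06 and to 1.38 among the 50000 strongest regions. The fed to fasting difference within a tissue averaged 1.22 points in size, against 2.13 over all pairings (exact permutation test, one-sided p = 0.0357, BH 0.0694 over 16 tests).

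The study also described a rise of promoter accessibility after fasting in liver and a fall in brown and white adipose. In the sets analysed here the share rose in liver from 32.4% (95% interval 32.2% to 32.6%) to 36.0% (35.7% to 36.2%). It also rose in both adipose tissues, in brown adipose from 35.7% (35.5% to 36.0%) to 37.4% (37.1% to 37.6%) and in white adipose from 34.4% (34.2% to 34.6%) to 35.6% (35.3% to 35.8%). The share fell in muscle from 34.9% (34.6% to 35.1%) to 33.5% (33.3% to 33.7%), in spleen from 31.3% to 30.9% and in heart from 37.5% to 36.7%, each with intervals apart. In lung (34.3% and 34.6%) and kidney (35.3% and 34.9%) the intervals overlapped. At equal depth the difference was positive in heart (0.910 points, counting error 0.580), spleen (0.418, error 0.361) and kidney (0.591, error 0.374), so the falls in heart and spleen did not hold there. Among the 50000 strongest regions it was 0.632 in spleen (error 0.619) and -0.562 in heart, within counting error (0.620). In liver the difference stayed positive at equal depth (2.56 points). It changed sign among the 50000 strongest regions (-1.59, error 0.620) and at q under 1e-06 (-3.11). The equal-depth alternative also uses p under 1e-05 in place of q under 0.01, so its changes are not those of depth alone. Across tissues the mean difference was 0.466 points, higher in fasting in 4 of 8 tissues (exact sign-flip permutation test, two-sided p = 0.492, BH 0.598 over 16 tests). The number of promoter regions fell with fasting in liver from 65075 to 59986, in brown adipose from 53520 to 49227 and in white adipose from 53890 to 52828, since the sets became smaller. The difference in share went with the log2 ratio of region numbers (Pearson r = -0.948, exact permutation two-sided p = 4.46e-04, BH 0.00268 over 6 relations, signs opposite in 8 of 8 tissues). Spearman's rho was -0.929 (exact permutation two-sided p = 0.00223), and without liver and brown adipose r was -0.841 (exact permutation two-sided p = 0.0403). The region number is also the denominator of the share, so a negative relation can be partly built in. How much of it is built in was not computed.

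**Figure D2:**
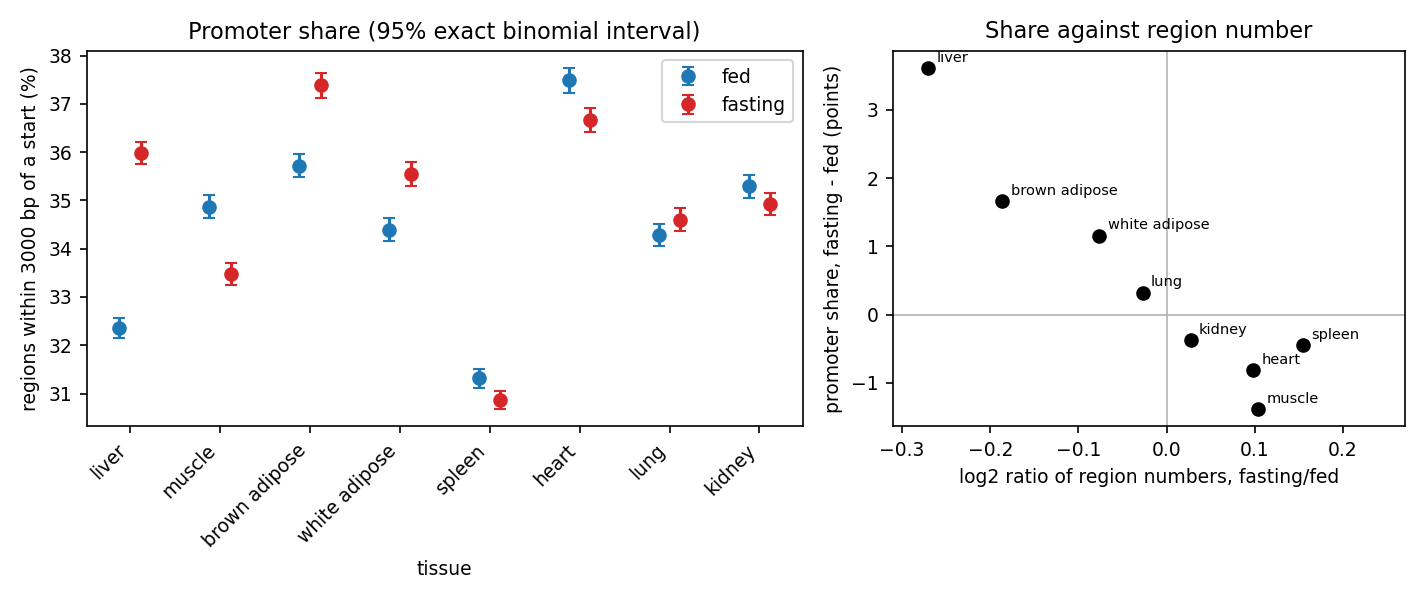
Left, share of regions within 3000 bp of a start in percent for each tissue, fed and fasting, with exact 95% binomial intervals for counting error. Right, the fasting minus fed difference in points against the log2 ratio of region numbers, 1 point per tissue, with r = -0.948.

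The number of regions and of open promoters was compared between states. The mean log2 ratio of region numbers, fasting over fed, was -0.02, higher in fasting in 4 of 8 tissues (exact sign-flip permutation test, two-sided p = 0.680, BH 0.703 over 16 tests). The list limit ended both sets in lung and kidney, so their ratios reflect mainly the rows per region. It ended only the fed set in brown and white adipose, and only the fasting set in muscle and spleen. The test therefore cannot decide whether region number differed between states. At q under 1e-06, which the limit reaches in no list, the mean was -0.18 (exact sign-flip permutation test, two-sided p = 0.359). The share of protein-coding genes with an open promoter ranged from 69.2% (fasting brown adipose) to 77.4% (fasting spleen). It differed by -0.701 points on average, lower in fasting in 6 of 8 tissues (exact sign-flip permutation test, two-sided p = 0.148, BH 0.237 over 16 tests). At equal depth the difference was -1.56 points (exact permutation two-sided p = 0.0391). The mean log2 ratio of fasting-only to fed-only regions was -0.10 (exact sign-flip permutation test, two-sided p = 0.516, BH 0.598 over 16 tests), higher in fasting in 4 of 8 tissues. This ratio went with the depth ratio across tissues (Pearson r = 0.810, exact permutation two-sided p = 0.0150, BH 0.0449 over 6 relations; rho 0.833, exact permutation two-sided p = 0.0154). Without brown and white adipose r was 0.600 in 6 tissues (exact permutation two-sided p = 0.235), no longer past the threshold, and without liver it was 0.909 (exact permutation two-sided p = 5.95e-04). The depth ratio and the promoter share difference had r = -0.535 (exact permutation two-sided p = 0.169, BH 0.199 over 6 relations; rho -0.762, exact permutation two-sided p = 0.0368), and r was -0.991 without liver (exact permutation two-sided p = 1.98e-04), and both values without liver were chosen after liver was seen to lie apart.

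Among promoters, the largest rise and the largest fall of rank in each tissue were taken. Of these 16, 11 were overlapped by a peak of the other state with a rank of at least 88.6, and their summits lay at least 2645 bp from the start, so the summit had moved across the edge of the window. The other 5 had no overlapping peak in the other state. In liver, Glra1 rose from 0 to 85.9 at chromosome 11 from 55607868 to 55608042, in its UTR and 154 bp from its start. In muscle, Gm17268 rose from 0 to 70.3 at chromosome 11 from 82039157 to 82039499, intergenic and 755 bp from its start. In heart, Zfp600 rose from 0 to 89.5 at chromosome 4 from 146163030 to 146163178, in an intron. In brown adipose, Helt fell from 79.4 to 0 at chromosome 8 from 46293679 to 46294137, in its UTR. In white adipose, Ttll10 fell from 92.6 to 0 at chromosome 4 from 156059216 to 156060256, intergenic and 437 bp from its start. These are single libraries, so no test within a tissue was possible.

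Regions found in only 1 state of a tissue were compared across tissues, to see whether the same regions recurred. In at least 3 tissues, 6341 consensus regions were fasting-only and 5939 were fed-only, 12280 in all, of which 12231 were distinct. This was the highest count of the 128 swaps, whose median was 11162 and lowest 10470 (exact permutation test, one-sided p = 0.00781, the smallest it can give, BH 0.025 over 16 tests). The count was 467 at q under 1e-06 and 6 among the 50000 strongest regions, where the exact permutation test gave one-sided p = 0.0859 and p = 0.109. In at least 4 tissues, 874 regions were fasting-only and 771 fed-only. The regions of this kind in 6 tissues were ordered by mean rank over all 16 libraries, with 0 where no peak was listed. The strongest were fed-only. They lay in an intron of Maea (chromosome 5 from 33371221 to 33371443, 258 bp from its start, mean rank 32.0) and of Nsmaf (chromosome 4 from 6446507 to 6446905, 485 bp from its start, 25.2). A fasting-only region lay in an intron of Zbtb16 (chromosome 9 from 48657856 to 48658039, 19.8). Further fed-only regions lay in an intron of Memo1 (chromosome 17 from 74294040 to 74294144, 19.5) and 11312 bp from a start of Cript (chromosome 17 from 87036859 to 87037192, 18.96), each with 1 tissue in the opposite direction.

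Shifts of rank after fasting were compared between tissues to see whether they were shared. The mean Pearson correlation of the shift between tissues, across the 379519 consensus regions in at least 2 sets, was 0.0237, positive in 26 of 28 pairs of tissues (from -0.0253 to 0.0722). It was higher than in all other swaps (exact permutation test, one-sided p = 0.00781, the smallest it can give, BH 0.025 over 16 tests). This correlation is across regions, which are not independent replicates, and the test swaps whole libraries. At promoters of protein-coding genes it was 0.0118 (exact permutation test, one-sided p = 0.00781, the smallest it can give, BH 0.025 over 16 tests), and with a 1000 bp window 0.00806 (exact permutation one-sided p = 0.102).

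The list of genes thought to rise with fasting was compared with the list thought to fall. The median promoter rank difference of the rising list exceeded that of the falling list by 0.906 points on average (exact sign-flip permutation test, two-sided p = 0.0156, BH 0.0417 over 16 tests), in 7 of 8 tissues. Ranked by fold enrichment in place of p, it was -0.679 (exact permutation two-sided p = 0.531). Against 10000 random lists of like mean rank, the rising list's median lay above the central 95% of random lists in liver (1.91) and brown adipose (2.57), and the falling list's below it in white adipose (-0.547) and heart (-1.04). Each other list and tissue lay inside.

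The study described Nrf1 enrichment as rising in liver and falling in brown adipose. It drew on estimates of factor binding in open chromatin, with footprinting software that was not used here. The motif share below is therefore a different measure. In the sets here, the share of regions with the NRF1 motif rose in liver from 0.973% (95% interval 0.930% to 1.02%) to 1.17% (1.12% to 1.22%). It also rose in brown adipose, from 1.32% (1.27% to 1.38%) to 1.54% (1.47% to 1.61%). In heart it fell from 1.49% (1.42% to 1.55%) to 1.35% (1.29% to 1.41%). In the other 5 tissues the intervals overlapped. The mean difference was 0.0199 points, higher in fasting in 3 of 8 tissues (exact sign-flip permutation test, two-sided p = 0.703, BH 0.703 over 16 tests). The Nrf1 promoter itself had a rank of 97.0 in fed and 99.3 in fasting liver, and of 99.5 and 98.9 in brown adipose.

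Of the other genes named by the study, Tpm1 and Fth1 had promoter ranks of at least 91.8 in all 16 libraries, and Aqp7 and Slc1a5 had a region in the set of all 16. The Fabp4 promoter rose from 26.9 to 77.6 in liver and from 83.6 to 91.7 in white adipose, and fell from 46.6 to 0 in lung. The Adipoq promoter had ranks of 86.0 in fed and 88.8 in fasting white adipose, 85.9 and 91.8 in brown adipose, 89.4 and 97.4 in liver, and 91.2 and 90.4 in spleen. It fell from 87.5 to 66.1 in lung and from 39.0 to 0 in muscle, went from 0 to 7.64 in heart, and had no peak in either state in kidney. In the interval on chromosome 5 where the study placed an unannotated liver gene, the strongest liver region ran from 89277564 to 89277953 in the fed library (rank 99.1) and from 89277560 to 89277964 in the fasting library (rank 99.5). It was intergenic, 157838 bp from the nearest start, of Gc, in the fed library. Regions of the set lay in the interval in brown adipose, lung and kidney too, in both states, with ranks up to 96.7 in fed kidney. None lay there in muscle, white adipose, spleen or heart, although the fed spleen list had 1 weaker peak.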

Values the study reported

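The study compared 3 mice per group, either fed or fasted for 24 h. It reported that about 20% to 30% of differentially expressed genes had changed promoter accessibility in most tissues, leaving out heart and spleen.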

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

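The tests of depth, region number and GC content on promoter share, of region number and depth on the NRF1 motif and of the list limit on the number of spleen regions were chosen only after the result was seen; the tests of lower enrichment and of the list limit on condition-only regions were written before theirs.

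The fasting spleen library stood apart from the other 7 fasting libraries in its number of regions, 225899, and in its fasting-only regions, 112446. Among 18 groups of 8 libraries tested for a library far from the others, these were the 2 ends past the critical value, and chance alone gives about 1 in 20 groups. Its list was among those in which every row had q under 0.01. At q under 1e-06, which the list limit reaches in no library, the fasting spleen set held 68877 regions, order 2 from the lowest of 8 (45935 to 115044), and 6460 fasting-only regions, inside the range of 1157 to 15668. At equal depth it was still the highest fasting library, with 133933 regions (next 132414) and 51987 fasting-only regions (next 41396), though its gap to the next was 0.0189 and 0.224 of the range, below the critical value. An effect of the list limit and a difference of the spleen library itself cannot be told apart, because these alternatives place it differently. A biological difference of spleen stays open as untested.

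The promoter share moved in opposite directions in liver, where fasting minus fed was 3.6184 points, and in muscle, where it was -1.3912 points. The difference between these tissues was not tested, since each has 1 library per state. In liver the depths were alike, which argues against depth. Thinning to equal depth thus changed little there. The difference of 2.56 points in that alternative goes mainly with its threshold of p under 1e-05. With part of the fed tags replaced by background until both states had like numbers of regions, it was 1.10 points, beyond counting error, which argues against lower enrichment as the whole cause. Among the 50000 strongest regions of each library the sign changed, to -1.59 points. Both checks gave the states like numbers of regions, but they disagreed in sign. They therefore cannot decide whether the liver rise came from the number of weaker regions in the fed set.

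In muscle the fall was -1.09 points at equal depth, -1.02 among the 50000 strongest regions and -0.946 with both together, each beyond counting error, which argues against depth and region number. Averaged over bins of equal GC content it was -0.399, within counting error (0.529), so GC content is a candidate explanation. Promoters are rich in GC, so this matching partly removes promoters themselves.

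In brown and white adipose the share rose, opposite in sign to the direction the study described; the annotation software of the study was not used here. The values given here are those of brown adipose, and both tissues stayed beyond counting error in each test. The rise was 5.11 points at equal depth, 2.22 among the 50000 strongest regions, 1.87 with both, 2.40 with GC matched and 1.53 with background added to the fed library. These values argue against each of these as the whole cause. A difference between the states of adipose tissue is 1 hypothesis that remains. Differences between pools or preparations remain too, and 1 library per state cannot separate them.

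The NRF1 motif share rose in brown adipose by 0.21512 points and changed by -0.13874 points in heart; the difference between these tissues was not tested. Among the 50000 strongest regions, the heart difference was -0.172 points with a counting error of 0.213. The brown adipose difference was then 0.19 points with a counting error of 0.219. At equal depth the heart difference changed sign, to 0.114 points with a counting error of 0.189, while that of brown adipose was 0.778 points, beyond counting error (0.148), which argues against depth there. The effect of region number in both tissues, the effect of depth in heart, and a change of the motif cannot be told apart, because the counting error in these smaller sets is larger than or close to the differences themselves.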

How the results depend on the processing

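The alternatives at equal depth, at q under 1e-06, with ranks among the analysed regions or genes, and with promoters alone for the motif were tests chosen only after the result was seen; the others and the leave-outs were planned. The 16 results were computed under 103 alternatives, of which 82 kept direction and side of the 0.05 threshold, 10 kept direction with p no longer under 0.05, 1 came under it and 10 reversed. For 7 results every alternative run kept direction and side of the threshold, and for 5 of these every tissue left out did too. Their sizes still moved, for example from 47.8 to 8.85 for markers, from -0.10 to -0.77 for condition-only regions, from -0.02 to -0.18 for region number, and between 0.0401 and 1.39 for promoter share, and depth had 1 alternative. Where a change is given without a reason, the cause was not tested.

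The lung and kidney promoter difference reversed to -2.49 at q under 0.001, -0.409 among the 50000 strongest regions, -0.233 with the 1000 bp window, -4.71 at q under 1e-06 and -1.31 at equal depth. It kept its sign and was larger at 1.80 with all deposited peaks (exact permutation one-sided p = 0.0714) and 1.09 with each summit counted (exact permutation one-sided p = 0.321). The liver and spleen difference reversed to 0.230 at q under 0.001, 1.38 among the strongest and 3.86 at q under 1e-06; its p was no longer under 0.05 at -2.44 with 1000 bp, nor at the larger differences of -2.97 with protein-coding starts and -4.51 at equal depth, where 28 choices leave little room under 0.05. The gene list shift reversed to -0.679 when ranked by fold, and the NRF1 difference to -0.0171 with all deposited peaks. The p of same-state similarity was no longer under 0.05, though the value was about as large or larger, at 0.00196 (q under 0.001), 0.00176 (50% overlap) and 0.00269 (q under 1e-06). Nor was that of the fed to fasting difference in promoter share at 1.81 (q under 0.001) or of the promoter shift at 0.00806 (1000 bp). The p of open promoters came under 0.05 at equal depth, -1.56. The recurrent count of 12280 was 6 among the strongest regions and 467 at q under 1e-06, neither under 0.05; with smaller sets fewer regions can recur.

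With each tissue left out in turn, 108 of 128 values kept direction and side of the threshold. Ranges were 0.524 to 0.559 for same-tissue similarity, 0.000907 to 0.00240 for same-state similarity, -0.047 to 0.013 for log2 region number, 0.0154 to 0.731 for promoter share, 0.882 to 1.35 for its difference within tissues, -0.616 to 0.581 for lung and kidney, -4.30 to -1.22 for liver and spleen, and -0.991 to -0.431 for open promoters. They were -0.17 to 0.0026 for condition-only regions, 7606 to 9132 for recurrent regions, 0.0185 to 0.0289 for the shared shift, 0.00931 to 0.0142 for promoters, 0.786 to 1.04 for the gene lists, 45.6 to 49.4 for markers, -0.00794 to 0.0426 for NRF1 and -0.24 to -0.0079 for depth.

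The p of same-state similarity was no longer under 0.05 without liver (0.00192), lung (0.00179) or kidney (0.00191). Region number reversed without liver (0.013) or brown adipose (0.0014), condition-only regions without brown adipose (0.0026), and NRF1 without liver (-0.00482) or brown adipose (-0.00794). The lung and kidney difference reversed without liver (-1.03e-04), spleen (-0.616) or kidney (-0.231). Without lung it was 0.432, and the liver and spleen difference was -4.30 without liver and -1.22 without spleen; with 1 tissue of the pair left, no test was made. The p of the difference within tissues was no longer under 0.05 without spleen (1.33), heart (1.28), lung (1.35) or kidney (1.35), nor that of the promoter shift without muscle (0.00931), while that of open promoters came under it without spleen (-0.991). Leaving out a tissue also lowers the number of arrangements. At equal depth the log2 ratio of region numbers moved most in brown adipose, from -0.19 to -0.55, and heart, from 0.10 to -0.19, and also changed sign in muscle, lung and kidney.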

Other observations

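The tests of motifs in the shared shift, of shuffled palindromes in 7 tissues, of swapped labels in white adipose and of mitochondrial matches were chosen only after the result was seen; the tests of GC, depth and sex chromosomes on the shared shift, of the other shuffled motifs, and of kidney, spleen and epididymis material were written before their values, but after the patterns they address were seen.

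The correlation of rank shifts between tissues was small and stayed above all other swaps in each check. It was 0.0225 after removing mean shifts of regions of like GC content, rank and distance to a start, 0.0182 with ranks at equal depth, and 0.0236 on autosomes, each with an exact permutation one-sided p of 0.00781, the smallest it can give. These values argue against each as the whole cause. Since all tissues of a state come from the same mice, a shared response to fasting and a shared difference between the pools were not separated.

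A family of 6 motifs was examined in the shift, matched on GC content and rank. Regions with the FOXO motif TGTTTAC rose by 1.36 points on average, in 8 of 8 tissues (exact sign-flip permutation two-sided p = 0.00781, the smallest it can give, BH 0.0469 over 6 motifs). None of 50 shuffled motifs rose as much on average. The highest, CTGTTTA, rose by 0.432 and also in 8 of 8 tissues. The count of tissues and its p therefore do not set the FOXO motif apart, and only the size of the rise does. At equal depth the rise was 1.30 in 8 of 8 tissues. By its size, base composition and depth are argued against. Forkhead sites may take part in the shared shift, as a hypothesis found and tested on the same data. The mean shift was 0.602 for PPAR (6 of 8 tissues, exact permutation two-sided p = 0.0547, BH 0.109) and 0.631 for the E-box (7 of 8, exact permutation two-sided p = 0.0234, BH 0.0703), which did not hold after correction. These 2 cannot be told apart from no shift, because most tissues moved in the same direction, while 2 tissues for PPAR and 1 for the E-box went the other way. The PPAR mean rests largely on liver, where the shift was 2.56, against -0.110 to 0.904 in the other tissues. The mean of 0.275 for the glucocorticoid receptor palindrome joins tissues that moved in opposite directions, which the next paragraph takes apart. CREB (0.328) and SREBP (0.0638) moved in the direction looked for in fewer tissues, 4 of 8 each. For CREB the shift ran from -1.10 in heart to 2.35 in liver.

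Regions with the glucocorticoid receptor palindrome fell by 7.56 points in white adipose and rose in the other 7 tissues, by 0.377 to 2.497 (mean 1.39). White adipose was set apart after its value was seen, so the difference between them was not tested. Over all 8 tissues the exact sign-flip permutation test gave two-sided p = 0.891 (BH 0.891 over 6 motifs). None of 24 shuffled palindromes fell as far in white adipose, the lowest at -0.831, and none reached a mean of 1.39 in any 7 tissues, the highest being 0.409. The mean of the other 7 was 1.39 at equal depth too, positive in each. Receptor sites may therefore take part in the shared shift in these 7 tissues, as a hypothesis found and tested on the same data. The shift of -7.56 in white adipose has the opposite sign. It cannot decide whether receptor sites take part there, because epididymis tissue in the fed pool, a candidate in the next paragraph, was not excluded. The white adipose shift was -7.87 without regions in a kidney set and -7.07 at equal depth, which argues against kidney material and depth as the whole cause. Swapped labels are argued against by the forkhead motif, which rose by 2.13 in white adipose as elsewhere. The palindrome was in 7.38% of the regions that only the fed white adipose library holds, against 1.403% to 2.554% in the other 15 libraries. These regions are argued against as a source of the fall, since the shift was measured in regions of at least 2 sets and held 0 of them; in regions that a set of another tissue also holds it was -7.59. Other receptors that share the palindrome, such as the androgen receptor, were not tested separately.

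Regions otherwise found only in kidney occurred in the fed white adipose library, 2540 of 23509 against 562 in the fasting library. This pair and the next one were chosen as the largest of 56 pairs of tissues. At equal depth the log2 ratio was 3.55, which argues against depth. Of the fifth strongest in kidney, 17.0% were found in the fed and 2.38% in the fasting library. Kidney material and another source cannot be told apart on this, because the share found rose with rank in the fed library alone, while the kidney marker genes Umod, Kap and Slc12a1 had no peak there and Slc34a1 had ranks of 83.6 and 82.8. Pax2 went from a rank of 86.6 in the fed to 0 in the fasting library. Since white adipose can be taken near the epididymis, a list of 20 epididymis genes was written, after the Pax2 and palindrome values were seen and without Pax2. Its mean promoter rank was lower in the fasting than in the fed white adipose library by -34.3 points, below all 10000 random lists (central 95% of them from -12.1 to 8.90), against -9.57 to 2.36 in the other tissues. A peak was present for 14 of 20 genes in the fed and 5 of 20 in the fasting library. Ranks went from 90.5 to 0 for Ros1, 84.8 to 0 for Rnase9, 78.9 to 0 for Defb2 and 75.3 to 0 for Adam7, while Aqp9 rose from 68.9 to 90.8 and Rnase10 from 91.8 to 95.7, and Lcn8, Lcn9, Gpx5, Adam28, Spag11b and Cst11 had no peak in either. Of the list, 5 genes also have a peak in the fasting white adipose library, and Pax8 is also a kidney gene. Epididymis tissue in the fed pool may be a candidate source, as a hypothesis, and the labels do not give the depot.

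Regions otherwise found only in spleen occurred in the fed lung library, 5695 of 20908 against 2427 in the fasting library. At equal depth the log2 ratio was 1.49, which argues against depth. Of the fifth strongest in spleen, 65.8% were found in the fed and 30.4% in the fasting library, so the share rose with rank in both states. Spleen material and blood or immune cells of the lung itself cannot be told apart, because both would bring the same regions.

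A few regions led the lists of all tissues. Of the 24 regions in the top 10 by p of any library, 2 were in the top 10 of all 16 libraries, and both matched the mitochondrial genome of 16299 bp, as did 11 of the 24 and 35 of all 759860 consensus regions. The others did not, among them the region on chromosome X from 143482972 to 143483146, in the top 10 of 15 libraries, and their source was not tested. The median share of matching regions among the top 100 was 10.5%, from 4 to 16 regions per library, so nuclear copies of mitochondrial DNA are a candidate source of the matching peaks. Heart had the highest counts, 15 in the fed and 16 in the fasting library, and muscle the lowest, 5 and 4. The mean of heart, muscle and brown adipose differed from that of the other tissues by -0.267 regions (exact permutation test over 56 choices, one-sided p = 0.589). An effect of the mitochondria of these tissues and none cannot be told apart, because heart and muscle lie at opposite ends.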
